# The CCR4–NOT complex suppresses untimely translational activation of maternal mRNAs

**DOI:** 10.1242/dev.201773

**Published:** 2023-10-18

**Authors:** Shou Soeda, Masaaki Oyama, Hiroko Kozuka-Hata, Tadashi Yamamoto

**Keywords:** MRNA deadenylation, CCR4–NOT complex, Mouse oocyte, Translation

## Abstract

Control of mRNA poly(A) tails is essential for regulation of mRNA metabolism, specifically translation efficiency and mRNA stability. Gene expression in maturing oocytes relies largely on post-transcriptional regulation, as genes are transcriptionally silent during oocyte maturation. The CCR4–NOT complex is a major mammalian deadenylase, which regulates poly(A) tails of maternal mRNAs; however, the function of the CCR4–NOT complex in translational regulation has not been well understood. Here, we show that this complex suppresses translational activity of maternal mRNAs during oocyte maturation. Oocytes lacking all CCR4–NOT deadenylase activity owing to genetic deletion of its catalytic subunits, Cnot7 and Cnot8, showed a large-scale gene expression change caused by increased translational activity during oocyte maturation. Developmental arrest during meiosis I in these oocytes resulted in sterility of oocyte-specific *Cnot7* and *Cnot8* knockout female mice. We further showed that recruitment of CCR4–NOT to maternal mRNAs is mediated by the 3′UTR element CPE, which suppresses translational activation of maternal mRNAs. We propose that suppression of untimely translational activation of maternal mRNAs via deadenylation by CCR4–NOT is essential for proper oocyte maturation.

## INTRODUCTION

Post-transcriptional regulation is an essential mechanism for controlling gene expression in mammalian oocytes and early embryos (Passmore and Coller, 2022; Ozturk, 2019). Post-transcriptional regulation of mRNAs drastically changes upon meiotic resumption, which induces oocytes arrested at meiotic prophase to progress into meiosis-I prometaphase. Before resumption of meiosis, oocytes undergo a growth phase, and during this phase, they synthesize and store mRNAs, some of which are immediately translated for the growth process, whereas others remain dormant until the correct phase of development. Accumulated mRNAs form a supply of maternal mRNA that supports oocyte maturation in meiosis and several rounds of the cell cycle after fertilization. In mammals, fully grown oocytes are transcriptionally quiescent from before oocyte maturation until transcriptional activation, which occurs at the two-cell stage in mice and the four-cell stage in humans (Clift and Schuh, 2013). When oocytes enter the maturation phase, maternal mRNAs change drastically. Before oocyte maturation, maternal mRNAs are extremely stable; however, during oocyte maturation, maternal mRNAs undergo massive, yet selective, degradation. Meiotic resumption also triggers sequential translational activation of dormant maternal mRNAs. Therefore, dynamic regulation of both stability and translational activity of maternal mRNAs reflects the gene expression pattern during oocyte maturation.

Stability and translational activity of mRNAs are closely related to the lengths of their poly(A) tails. Shortening of mRNA poly(A) tails by deadenylation is the initial step of mRNA degradation. In contrast, long poly(A) tails are associated with mRNA stability and persistence (Garneau et al., 2007). Poly(A) tails also function as binding sites for cytoplasmic poly(A)-binding protein (Pabpc) (Smith et al., 2014; Baer and Kornberg, 1983), which stimulates translation by potentiating interaction of the translation initiation factor, eIF4G, with the cap-binding protein, eIF4E (Tarun and Sachs, 1996; Jacobson and Peltz, 1996). Cytoplasmic polyadenylation is one of the mechanisms for temporal control of gene expression at the post-transcriptional level. Changes in the interaction of RNA-binding proteins with target mRNAs mediated by sequence elements in their 3′ untranslated regions (UTRs), or with other proteins, can promote cytoplasmic polyadenylation, which enables expression of particular transcripts at the correct time. One well-characterized example is the regulatory mechanism mediated by cytoplasmic polyadenylation element (CPE) in mRNA 3′UTRs and CPE-binding protein (CPEB). When oocytes resume meiosis, CPEB is phosphorylated by several mitotic kinases, which leads to activation of cytoplasmic poly(A) polymerases interacting with CPEB (Oh et al., 2000; Vasudevan et al., 2006). CPE-containing maternal mRNAs thereby undergo cytoplasmic polyadenylation, leading to their translational activation (Richter, 2007).

The importance of translational control mediated by cytoplasmic regulation of poly(A) tail length has been reported in many types of cells, such as neuronal cells (Wu et al., 1998), cancer cells (Perez-Guijarro et al., 2016) and early embryonic cells. During oocyte maturation, cytoplasmic polyadenylation is essential for proper cell cycle progression. Polyadenylation/deadenylation at Metaphase-II (MII) arrest is one example. Mammalian oocytes arrest the cell cycle at MII after a hormone stimulus to prevent development without a paternal genome. The Moloney sarcoma oncogene (Mos)-extracellular signal-regulated kinase (Erk) pathway maintains activity of cyclin B and cyclin-dependent kinase 1 (Cdk1) (Haccard et al., 1993; Colledge et al., 1994; Hashimoto et al., 1994). Arrest at MII is achieved by suppression of anaphase-promoting complex (APC), thereby protecting cyclin B from destruction by APC. Factors responsible for this suppression are called cytostatic factors (CSFs) and the factor farthest downstream is endogenous meiotic inhibitor 2 (Emi2; Fbxo43) (Tung et al., 2005; Shoji et al., 2006; Madgwick et al., 2006). Through the Mos-Erk pathway, Emi2 protein is stabilized and suppresses APC, which leads to MII arrest. Expression of cell cycle regulators, such as cyclin B, Mos and Emi2, is dependent on cytoplasmic polyadenylation-mediated translational activation (Gebauer and Richter, 1997; Barkoff et al., 2000; Han et al., 2017; Takei et al., 2021).

Poly(A) tail length is regulated by competing activities of poly(A) polymerases and deadenylases in the cytoplasm. In *Xenopus* oocytes, poly(A) ribonuclease (Parn) exerts deadenylase activity on maternal mRNAs (Kim and Richter, 2006); however, it has only a minor, if any, role in mRNA deadenylation in mammalian cells (Yamashita et al., 2005). In mammalian cells, two enzyme complexes that regulate mRNA poly(A) tail length have been identified: the poly(A)-specific nuclease (PAN) complex, which consists of a Pan2 catalytic subunit and a Pan3 accessory subunit, and the CCR4–NOT complex (Yamashita et al., 2005; Parker and Song, 2004).

In mammals, the CCR4–NOT complex is the major deadenylase. It is composed of at least eight subunits: a central scaffold subunit, Cnot1; regulatory subunits, Cnot2, Cnot3, Cnot9, Cnot10, Cnot11; and a deadenylase core consisting of Cnot6 or Cnot6l and Cnot7 or Cnot8 (Collart, 2016; Shirai et al., 2014). As the catalytic core, the CCR4–NOT complex contains two types of subunits. Both subunits possess 3′-5′ poly(A) specific exoribonuclease activity and shorten mRNA poly(A) tails. Cnot7 and Cnot8 are DEDD-type deadenylases, named for the conserved Asp-Glu-Asp-Asp catalytic domain, and they associate with the complex via Cnot1 (Bai et al., 1999; Clark et al., 2004; Viswanathan et al., 2004). In contrast, Cnot6 and Cnot6l are EEP-type deadenylases containing an endonuclease-exonuclease-phosphatase (EEP) domain. They associate with the complex via Cnot7 or Cnot8 (Draper et al., 1995; Liu et al., 1998; Tucker et al., 2002; Chen et al., 2002; Basquin et al., 2012). One CCR4–NOT complex contains one DEDD-type deadenylase and one EEP-type deadenylase. It has been shown *in vitro* that Cnot7 and Cnot8 deadenylate Pabpc-free A tails whereas Cnot6 and Cnot6l remove Pabpc-bound A tails (Yi et al., 2018). The *in vivo* functions of these two types of deadenylases are also different. Whereas cells lacking both Cnot6 and Cnot6l are viable, cells lacking both Cnot7 and Cnot8 are inviable. *Cnot6l* knockout mice are fertile, but the developmental ability of oocytes is reduced (Horvat et al., 2018; Sha et al., 2018). In contrast, *Cnot7* knockout in mice results in infertility in males (Nakamura et al., 2004; Ogawa et al., 2004).

Accumulating evidence indicates that the CCR4–NOT complex is involved in regulating maternal mRNA metabolism (Ma et al., 2015; Yu et al., 2016; Horvat et al., 2018; Sha et al., 2018). However, previous studies were conducted on mice with knockouts of only accessory or single deadenylase subunits of the CCR4–NOT complex; thus, they had only partially reduced deadenylase activity. Therefore, the functional significance of the complex during oocyte maturation was not fully understood. In this study, we address the functional significance of the CCR4–NOT complex in oocyte maturation by analyzing *Cnot7* and *Cnot8* knockout oocytes.

## RESULTS

### CNOT7&8 KO oocytes stop development at metaphase of meiosis-I

We generated mice with oocyte-specific knockouts of Cnot7 and Cnot8 (CNOT7&8 oocyte-specific KO) and confirmed that Cnot7 and Cnot8 levels were depleted in oocytes (Fig. 1A, Fig. S1A). Affected mice were sterile (Fig. 1B). Because we mated CNOT7&8 oocyte-specific KO females with wild-type (WT) males, fertilized cells have *Cnot7* and *Cnot8* genes in a paternal genome and can potentially express them after genome activation at the two-cell stage. Therefore, we expected that embryos from CNOT7&8 KO oocytes might stop development at an early stage of embryogenesis. To test this possibility, we analyzed the *in vitro* development of CNOT7&8 KO oocytes after parthenogenetic activation. The number of CNOT7&8 KO oocytes collected after superovulation was small compared with that of controls (66.8 oocytes in controls, and 16.8 oocytes in CNOT7&8 KO) (Fig. 1C). To analyze developmental activity, MII oocytes were parthenogenetically activated and their development was observed. About 80% of the embryos did not develop to the two-cell stage, and no embryos developed to the four-cell stage (Fig. 1D). These results indicate that CNOT7&8 KO oocytes stop development at the one-cell stage.

**Fig. 1.**
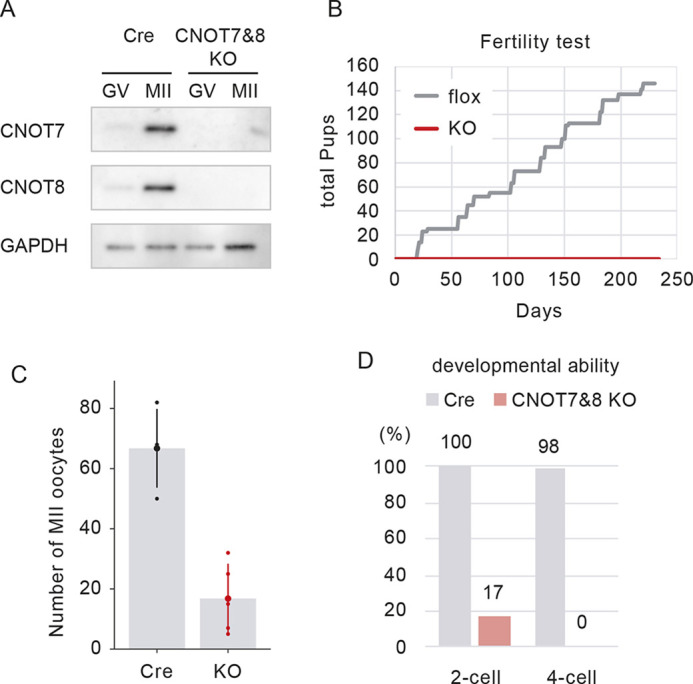
**CNOT7&8 oocytes stop development at an early stage.** (A) Immunoblotting of CNOT7&8 KO oocytes confirming absence of the CNOT7 and CNOT8 in the KO. GAPDH was used as loading control. (B) Fertility test using CNOT7&8 oocyte-specific KO female mice. Female mice were mated with WT male mice. Gray line: total pups from six floxed female to WT male pairs, red line: total pups from six CNOT7&8 oocyte-specific KO female to WT male pairs. (C) The number of oocytes collected after superovulation. Bars and large circle indicate average values. Each smaller circle indicates the number of oocytes collected from one female mouse. Black: Zp3-Cre control mice; red: CNOT7&8 oocyte-specific KO mice. Error bars represent s.d. (D) Developmental ability of CNOT7&8 KO oocytes. MII oocytes were parthenogenetically activated. Only activated oocytes judged by pronuclear formation were subjected to the observation. The percentage of parthenogenetic embryos that developed to the indicated developmental stages is shown. Numbers above bars indicate percentages of embryos. *n*=53 (Zp3-Cre), 42 (CNOT7&8 KO).

To analyze the developmental capacity of CNOT7&8 KO oocytes more precisely, we performed live-cell oocyte imaging and observed their meiotic maturation. Fully grown germinal vesicle (GV)-stage oocytes were collected from female CNOT7&8 oocyte-specific KO mice 48 h after intraperitoneal injection of pregnant mare serum gonadotropin (PMSG). To visualize chromosomes and microtubules, red fluorescent protein fused to histone H2B (H2B-mRFP) and enhanced green fluorescent protein coupled with α-tubulin (EGFP-α-Tub) were exogenously expressed in these oocytes by mRNA injection. Whereas a large proportion of oocytes with single knockouts of *Cnot7* or *Cnot8* developed to MII, only 5% of CNOT7&8 KO oocytes did so (Fig. 2A,B). Most CNOT7&8 KO oocytes showed developmental arrest at metaphase-I (MI) (Fig. 2B). Although approximately 90% of them showed normal chromosome alignment at MI, a small number had misaligned chromosomes (*P*<0.05, Fisher's exact test) (Fig. 2C). In addition, chromosomes were slightly dispersed on the MI spindle in CNOT7&8 KO (Fig. 2D). We next tested whether these errors in MI spindle formation caused MI arrest in CNOT7&8 KO. To test the effect of the spindle assembly checkpoint (SAC), we used reversine, an inhibitor of SAC kinase monopolar spindle 1 (Mps1; Ttk), to inactivate the SAC. We found that CNOT7&8 KO oocytes still arrested in MI (Fig. 2E). These results suggest that, although chromosome alignment in CNOT7&8 KO oocytes showed small abnormalities, the arrest of oocytes in MI cannot be explained solely by SAC activation.

**Fig. 2.**
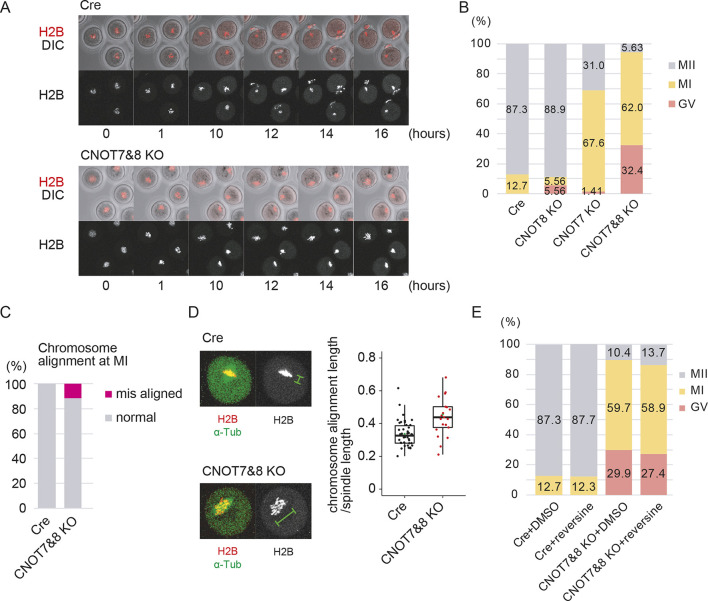
**CNOT7&8 KO oocytes show developmental arrest at metaphase I.** (A) Representative time-lapse images of CNOT7&8 KO oocytes after release from the GV stage. Chromosomes were visualized with H2B-mRFP. Time after germinal vesicle breakdown (h) is shown. (B) Developmental ability of CNOT7&8 KO oocytes after release from the GV stage. Percentage of oocytes reaching each developmental stage 20 h after release from the GV stage are shown. *n*=79 (Zp3-Cre), 36(CNOT8 KO), 142 (CNOT7 KO), 71 (CNOT7&8 KO). (C) Chromosome alignment at the MI spindle. Live-cell images of H2B-mRFP after release from the GV stage were analyzed. *n*=44 (Zp3-Cre), 52 (CNOT7&8 KO). (D) Representative images and measurement of chromosome alignment of CNOT7&8 KO oocytes in MI spindle. Green brackets indicate chromosome alignment length. The plot indicates chromosome alignment length divided by spindle length. Each dot indicates a spindle. Vertical lines indicate the range of the data. Upper, middle and lower horizontal lines indicate upper quartile, median and lower quartile, respectively. *n*=42 (Zp3-Cre), 21 (CNOT7&8 KO). *P=*1.2×10^−3^ (Student's *t*-test). (E) Effect of reversine on MI arrest in CNOT7&8 KO oocytes. CNOT7&8 KO oocytes were released from the GV stage in the presence of 5 µM reversine. Percentage of oocytes reaching each developmental stage 20 h after release from the GV stage are shown. *n*=55 (Zp3-Cre+DMSO), 73 (Zp3-Cre+reversine), 67 (CNOT7&8 KO+DMSO), 95 (CNOT7&8 KO+reversine).

### The CCR4–NOT complex suppresses translational activity of maternal mRNAs

We analyzed the effects of *Cnot7* and *Cnot8* deletions on oocyte transcriptomes and proteomes. 

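RNA-seq libraries of fully grown GV oocytes were analyzed from 2 groups, CNOT7&8 KO oocytes and control oocytes of Zp3-Cre mice, the line crossed with the floxed mice to delete both genes in oocytes. Each group had 4 libraries, and each library was made from 100 oocytes. The paper's methods name a stranded mRNA kit that allows ribosomal RNA depletion, whereas the labels deposited with the data name a stranded total RNA kit with a ribosomal RNA removal step. The libraries were amplified with 11 PCR cycles and read as 150-bp pairs, and the authors mapped the reads to the GRCm38 mouse genome with STAR in the nf-core/rnaseq pipeline. The authors deposited the number of reads counted on each of 46078 genes in each library, as raw counts without normalization or filtering. The paper's text does not name the counting tool, the annotation release or the strand setting. Counts summed to between 14943671 and 44092144 in the control libraries, with a median of 18814227, and to between 8639444 and 26784110 in the CNOT7&8 KO libraries, with a median of 15321630.5. The 18S ribosomal RNA that remained took from 0.0504% to 5.75% of the counts in control libraries and from 0.559% to 6.94% in KO libraries. A total of 3 counts, taken as the smallest detectable signal, corresponded to 0.068 CPM (counts scaled to the library total) in the deepest library, control replicate 1, and to 0.347 CPM in the shallowest, KO replicate 1. These floors cover counting error only, since PCR duplicates are not independent molecules.
Genes with at least 0.2 CPM in 2 or more libraries were kept, which is the paper's filter and left 19241 of the 28353 genes that had at least 1 count. Library sizes were scaled by edgeR's TMM method, which takes most genes as unchanged and gave factors from 0.849 to 0.943 in control and from 1.07 to 1.14 in KO libraries. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and DEGs had a false discovery rate of at most 0.05 and a fold change of at least 2, the thresholds named in the paper's methods. The first principal component of the log2 CPM values held 70.8% of the variance and separated the 4 KO from the 4 control libraries. The labels give each library as a separate sample, and no 2 libraries of a group agreed within counting noise, as 1 library deposited under 2 names would (chi-square per degree of freedom of 7.85 or more in each pair).
The targeted genes were examined first. Cnot8 (ENSMUSG00000020515, chromosome 11 of GRCm38 from 58104153 to 58118594, plus strand) had 168 ± 20.0 TMM-normalized CPM (SD, n = 4) in control and 35.2 ± 1.40 (SD, n = 4) in KO libraries, 21.0% of the control level, with a log2 fold change of -2.25 (standard error 0.12, adjusted p = 8.2e-08, edgeR's quasi-likelihood test). Its values were 33.1, 35.5, 36.0 and 36.1 CPM in KO replicates 1 to 4 and 197, 163, 157 and 154 CPM in control replicates 1 to 4. Cnot7 (ENSMUSG00000031601, chromosome 8 from 40492540 to 40515847, minus strand) had 933 ± 77.3 CPM (SD, n = 4) in control and 719 ± 70.8 CPM (SD, n = 4) in KO libraries, 77.1% of the control level, with a log2 fold change of -0.38 (standard error 0.11, adjusted p = 0.0105, edgeR's quasi-likelihood test). Its values were 749, 789, 622 and 717 CPM in KO replicates 1 to 4 and 1049, 900, 898 and 886 CPM in control replicates 1 to 4, where control replicate 1 lay apart from the other 3 control libraries. Both genes were lower in every KO library than in every control library (exact permutation test, two-sided p = 0.0286 for each, the smallest p that 4 libraries against 4 allow). The counts cover the whole gene, and the paper's text does not name the deleted exons, so reads on exons that remain are included. With library sizes left unscaled, the log2 fold change of Cnot7 was -0.092, no longer past a false discovery rate of 0.05, and that of Cnot8 was -1.96.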

Total RNA was extracted from CNOT7&8 KO oocytes at the GV stage, and mRNAs were purified by ribosomal RNA depletion and subjected to RNA-sequencing (RNA-seq) analysis. Transcriptomic data showed that a relatively large number of transcripts were upregulated in CNOT7&8 KO oocytes (4737 upregulated versus 1209 downregulated; Fig. 3A). 

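Of the genes tested, 4582 (23.8%) were upregulated and 1263 (6.56%) downregulated in CNOT7&8 KO oocytes, so that 78.4% of the 5845 DEGs were upregulated, 3.63 upregulated genes for each downregulated gene. The median log2 fold change was 2.40 among upregulated and -1.29 among downregulated genes. For 5001 of the DEGs, the KO and control values did not overlap. Over all tested genes this held for 9310 (48.4%), where chance assignment of 4 and 4 libraries separates 2.86% of genes. For 1220 of the upregulated genes, none of the 4 control libraries had more than 3 counts, so that their fold change has a lower bound only, and 49 downregulated genes had at most 3 counts in each KO library. With edgeR's exact test in place of the quasi-likelihood test, 4757 genes were upregulated and 1323 downregulated. The split depended on how library sizes were scaled. With scaling by library size only, the log2 fold changes of all genes moved up by a median of 0.29, and 5643 genes were upregulated and 587 downregulated, which makes 90.6% of the DEGs upregulated. The number of downregulated genes changed most when the 2-fold threshold was dropped: at a false discovery rate of 0.05 alone, 5997 genes were higher and 4631 lower in KO, 56.4% of them higher. Across the 8 fits that each left out one library, 4233 to 4601 genes were upregulated and 1032 to 1430 downregulated.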

As reported in several studies (Ma et al., 2015; Horvat et al., 2018; Sha et al., 2018), the CCR4–NOT complex destabilizes maternal transcripts. Our data suggest that the deadenylases Cnot7 and Cnot8 are equally important for regulation of maternal mRNA metabolism. 

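The genes with the largest changes, among DEGs with a mean of at least 1 CPM and no overlap between the groups, differed in their abundance. The 3 with the largest increase by edgeR's log2 fold change had no count in any control library, so their fold changes are lower bounds and cannot be ranked against those of genes with control counts. Gm2022 (ENSMUSG00000071217) had 18.4 ± 15.2 normalized CPM (SD, n = 4) in KO libraries, at least 113-fold higher than the detection floor of 3 counts in the controls (adjusted p = 0.000133, edgeR's quasi-likelihood test). Usp17la (ENSMUSG00000054568, chromosome 7 of GRCm38 from 104857009 to 104862667) had 11.9 ± 10.7 CPM (SD, n = 4), at least 73.2-fold higher than that floor. Gm4858 (ENSMUSG00000096879, chromosome 3 from 93068823 to 93075505) had 10.4 ± 11.8 CPM (SD, n = 4), at least 64.1-fold higher, with 3 counts in KO replicate 1 and 699 in KO replicate 4. Members of multigene families can share reads, so the value of a single member such as Usp17la is uncertain, and the KO libraries varied widely for all 3 genes. The largest decreases were those of Oas3, from 12.9 ± 3.00 CPM (SD, n = 4) in control to 0.915 ± 0.191 CPM (SD, n = 4) in KO (log2 fold change -3.85, standard error 0.25), C4b, from 2.20 ± 0.971 to 0.135 ± 0.126 CPM (log2 fold change -3.74, standard error 0.54), and Klk15, from 3.66 ± 1.04 to 0.266 ± 0.0935 CPM (log2 fold change -3.68, standard error 0.35).
Among maternal mRNAs that the paper names, Ccnb1 was at 1626 ± 215 CPM (SD, n = 4) in control and 1570 ± 89.3 CPM (SD, n = 4) in KO libraries, a difference within the spread of the replicates (log2 fold change -0.050, standard error 0.11, adjusted p = 0.722, edgeR's quasi-likelihood test). Its direction depended on the scaling (0.24 with library size only, adjusted p = 0.0517, same test). With TMM on genes with a mean of at least 10 CPM, the increase of 0.21 passed a false discovery rate of 0.05 (adjusted p = 0.0411, same test). Mos fell by 1.28 on the log2 scale, from 624 ± 236 to 257 ± 75.8 CPM, but control replicate 1, at 281 CPM, lay within the range of the KO libraries (exact permutation test, two-sided p = 0.0571). KO replicate 4 was the lowest KO library, at 158 CPM. It deviated together with control replicate 1 across genes (r = 0.59), which the permutation test does not take into account. Ttk fell by 1.05, from 549 ± 63.0 to 265 ± 14.1 CPM, with no overlap between the groups, and was no longer past the 2-fold threshold with library size only (-0.76). The paper cites published reports that the CCR4–NOT complex destabilizes maternal transcripts, and proposes from its data that Cnot7 and Cnot8 are equally important for maternal mRNA metabolism. The RNA-seq libraries are of double KO and control oocytes, without a single KO.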

Next, to acquire shotgun proteomic data, nanoscale liquid chromatography coupled to tandem mass spectrometry (nanoLC-MS/MS) was performed on the oocytes, identifying more than 2500 proteins (680 upregulated versus 160 downregulated, fold change<2.0; Fig. 3B). We then compared and analyzed the correlation between transcriptomic and proteomic data, finding only a weak, if any, correlation between them (R=0.23; Fig. 3C). Importantly, a large majority of genes with upregulated protein levels had unchanged or decreased mRNA levels (86%; Fig. 3D), suggesting that, for these genes, upregulation of protein expression was not due to an increase of their transcripts. To validate this, we tested the translational activities of genes with upregulated protein, but unchanged mRNA levels in CNOT7&8 KO oocytes. Those related to the cell cycle (Mastl), spindle formation (Bub1b), splicing (U2af2), and translation initiation (Eif2s1) were upregulated at the protein level, but not at the mRNA level (Fig. 3E,F). 

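In the RNA-seq libraries of GV oocytes, the mRNAs of 4 genes that the authors tested for translation, Mastl, Bub1b, U2af2 and Eif2s1, all changed by less than 2-fold. Mastl (ENSMUSG00000026779, chromosome 2 of GRCm38 from 23115606 to 23156024) had 521 ± 69.4 normalized CPM (SD, n = 4) in control and 391 ± 38.6 CPM (SD, n = 4) in KO libraries (log2 fold change -0.41, standard error 0.12, adjusted p = 0.0105, edgeR's quasi-likelihood test). Bub1b (ENSMUSG00000040084, chromosome 2 from 118598211 to 118641591) had 1989 ± 176 CPM in control and 1411 ± 68.4 CPM in KO libraries (log2 fold change -0.49, standard error 0.10, adjusted p = 0.00124). Eif2s1 (ENSMUSG00000021116, chromosome 12 from 78861819 to 78887010) had 132 ± 9.64 CPM in control and 100.1 ± 4.94 CPM in KO libraries (log2 fold change -0.40, standard error 0.10, adjusted p = 0.00546). These 3 mRNAs were lower in every KO library than in every control library (exact permutation test, two-sided p = 0.0286 for each). U2af2 (ENSMUSG00000030435, chromosome 7 from 5062143 to 5079938) had 124 ± 9.94 CPM in control and 131 ± 25.5 CPM in KO libraries, a difference within the spread of the replicates (log2 fold change 0.079, standard error 0.14, adjusted p = 0.649). For Mastl, control replicate 1, at 624 CPM, lay apart from the other 3 control libraries, which had 473 to 498 CPM. The decreases depended on the scaling. With library size only, the log2 fold changes were -0.13 for Mastl, -0.21 for Bub1b, -0.11 for Eif2s1 and 0.36 for U2af2, and none of the 4 passed a false discovery rate of 0.05. With TMM on genes with a mean of at least 10 CPM, only Bub1b passed it (-0.24). With upper quartile scaling, Mastl, Bub1b and Eif2s1 passed it, at -0.31, -0.39 and -0.30, and these 3 also passed it with RLE scaling. With KO replicate 3 left out, the log2 fold change of U2af2 was -0.026.

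**Figure D1:**
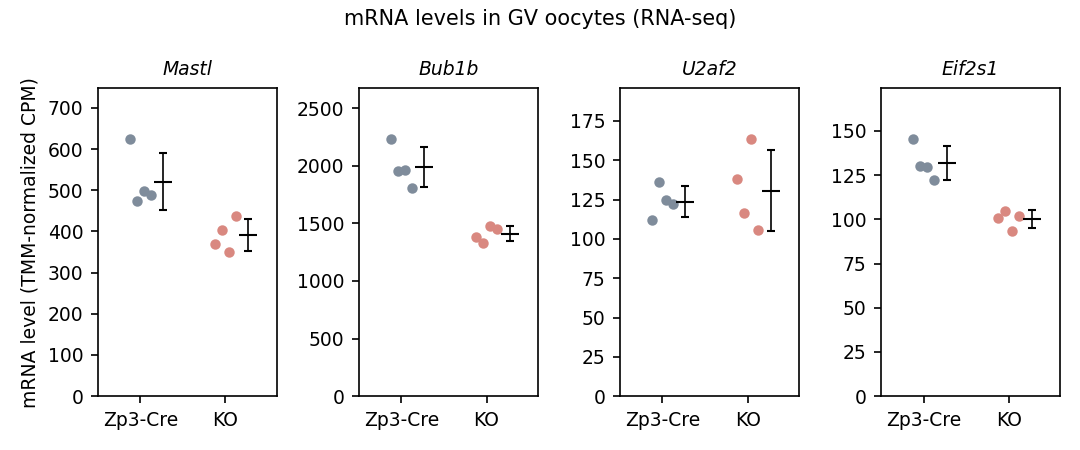
mRNA levels of Mastl, Bub1b, U2af2 and Eif2s1 in normalized CPM (vertical axes, starting at 0) in the 4 Zp3-Cre control libraries (gray) and the 4 CNOT7&8 KO libraries (red) of GV oocytes. Each circle is a library, and the black marks give mean ± SD. With TMM scaling, the KO libraries lie below the control libraries for Mastl, Bub1b and Eif2s1 and overlap them for U2af2.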

Then, we tested translational activities of these genes by polysome fractionation and found that their distribution was shifted to heavier polysome fractions in CNOT7&8 KO oocytes (Fig. 3G). To validate this, we performed a puromycin protein synthesis assay in which translational activity was examined by measuring puromycin incorporation (Bergeman and Huot, 2017). After treatment with puromycin for 30 min, puromycylated peptides were increased at the GV stage of CNOT7&8 KO oocytes, compared with control oocytes, indicating upregulation of translational activity in the absence of Cnot7 and Cnot8 (Fig. 3H).

**Fig. 3.**
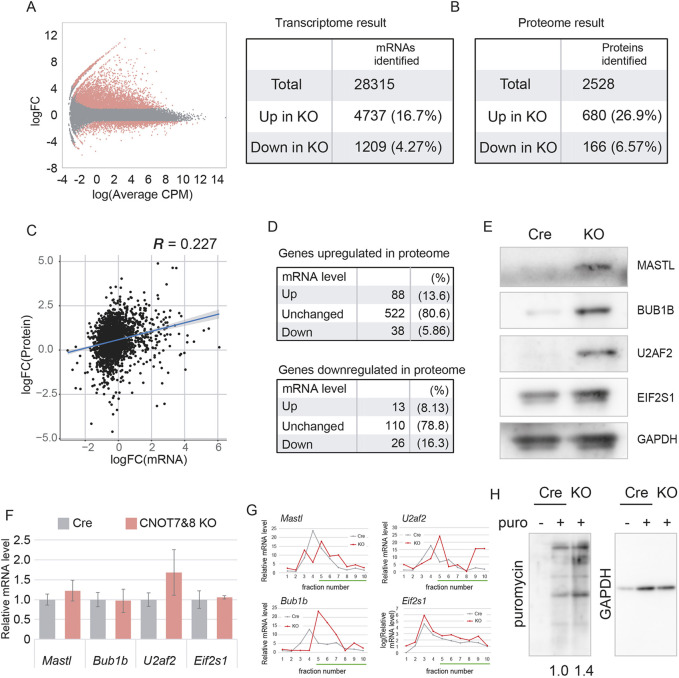
**Gene expression in CNOT7&8 KO oocytes is largely altered owing to translational activation of maternal mRNAs.** (A) Scatter plot of changes of mRNA expression between Cre control and CNOT7&8 KO GV oocytes. Genes for which expression was decreased or increased in CNOT7&8 KO more than 2-fold are colored red. The table summarizes the total number of genes and the number of DEGs identified. (B) Summary of mass spectrometry analysis of Cre control and CNOT7&8 KO GV oocytes. The number of proteins for which the abundance ratio (KO/Cre) increased or decreased more than 2-fold is shown. (C) Scatter plot comparing changes detected by transcriptomic and proteomic analyses. Each dot indicates logged fold-change value (KO/Cre) of each gene. The blue line and gray area indicate the regression line and its 95% confidence interval. *R* indicates the correlation coefficient. (D) Summary of the analysis in C. (E) Immunoblotting showing upregulated proteins. Lysates of 30 oocytes were loaded in each lane. Western blotting was performed for the indicated genes. Experiments were repeated at least twice, and representative images are shown. GAPDH was used as loading control. (F) Expression levels of mRNAs of the proteins shown in E. mRNA levels were quantified by reverse transcription followed by quantitative PCR (RT-qPCR). Bars indicate mean expression values relative to spike-in RNA. Error bars indicate s.e.m. *n*=3. No genes showed a significant difference (*P*>0.05, Student's *t*-test). (G) Distribution of mRNAs on polysome profile. Polysome fractionation by sucrose density gradient centrifugation followed by RT-qPCR was performed. Values relative to Cre fraction 1 are shown. Green lines indicate polysome fractions. (H) Immunoblotting of puromycylated peptides. Thirty oocytes were cultured with 5 µg/ml puromycin for 30 min and then analyzed by western blotting. Numbers below the blot indicate mean relative signal intensity of two experiments. GAPDH was used as loading control.

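The share of DEGs varied with expression level, here the mean normalized CPM over the 8 libraries. Among the 5482 tested genes under 1 CPM, 35.5% were upregulated (95% Wilson interval 34.2% to 36.7%) and 3.27% downregulated. Among the 5031 genes from 1 to under 10 CPM, 35.7% were upregulated (34.4% to 37.0%) and 8.23% downregulated. Among the 6314 genes from 10 to under 100 CPM, 12.7% were upregulated (11.9% to 13.6%) and 8.30% downregulated. Of the 2414 genes at 100 CPM or more, 1.57% were upregulated (1.149% to 2.15%) and 6.05% downregulated with TMM scaling, the reverse of the order in the lower intervals. The median log2 fold change fell over the 4 intervals from 1.05 through 0.47 and -0.17 to -0.37. The confidence intervals count genes, which are not independent replicates. With library size only, 17.5% of the genes from 10 to under 100 CPM and 3.07% of those at 100 CPM or more were upregulated. The shares in the lower intervals were then 42.0% under 1 CPM and 42.9% from 1 to under 10 CPM. With that scaling, the log2 fold changes of all genes moved up by a median of 0.29. Downregulated shares by interval were not computed for it, so the reversed order at 100 CPM or more was not tested there. The share under 1 CPM moved most with the processing. It was 30.4% with DESeq2, and 72.0% of the 243 genes left there by a filter of at least 1 CPM in 4 libraries. At a mean under 1 CPM, this filter favors genes that are higher in 4 libraries than in the others. The 72.0% is thus partly set by the filter.

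**Figure D2:**
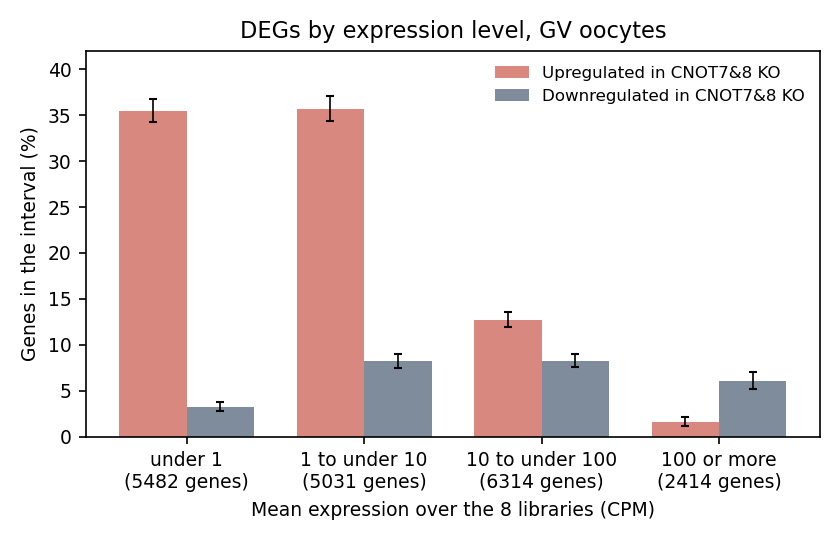
Percentage of tested genes upregulated (red) and downregulated (gray) in CNOT7&8 KO oocytes with TMM scaling (vertical axis) by mean expression over the 8 libraries in CPM (horizontal axis). Error bars are 95% Wilson intervals, and the share of upregulated genes is 35.5% under 1 CPM and 1.57% at 100 CPM or more.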

### The CCR4–NOT complex suppresses translation of CPE-containing mRNAs

To investigate the mechanism by which Cnot7 and Cnot8 regulate translational activity, we performed motif analysis on 3′UTRs of genes upregulated in the CNOT7&8 KO oocyte proteome and found that the CPE motif sequence is enriched in these 3′UTRs (Fig. 4A). CPEs serve as binding sites for CPEB, which can bind to the CCR4–NOT complex (Ogami et al., 2014). Genes for which translational activation was confirmed in this study (Fig. 3G) have consensus CPE sequences in their 3′UTRs and have elongated poly(A) tails in CNOT7&8 KO oocytes (Fig. 4B). To test whether the CPE sequence is related to translational upregulation in CNOT7&8 KO oocytes, we employed a reporter assay in which mRNA of the EGFP open-reading frame with either WT *Bub1b* or *U2af2* 3′UTR or lacking CPE was injected into CNOT7&8 KO oocytes. For injection control, we injected RFP mRNA with poly(A) sequence and EGFP signal was normalized to the RFP signal. The expression level of EGFP was higher in the WT *Bub1b* or *U2af2* 3′UTR construct than in the construct lacking CPE (Fig. 4C,D). We also tested EGFP expression with these constructs in control oocytes and found that the expression level of EGFP was lower in control oocytes than in CNOT7&8 KO oocytes in the WT construct but not in the construct lacking CPE (Fig. 4D). These results suggest that the CCR4–NOT complex may target the CPE sequence to suppress translational activation of CPE-containing mRNAs by shortening their poly(A) tails.

**Fig. 4.**
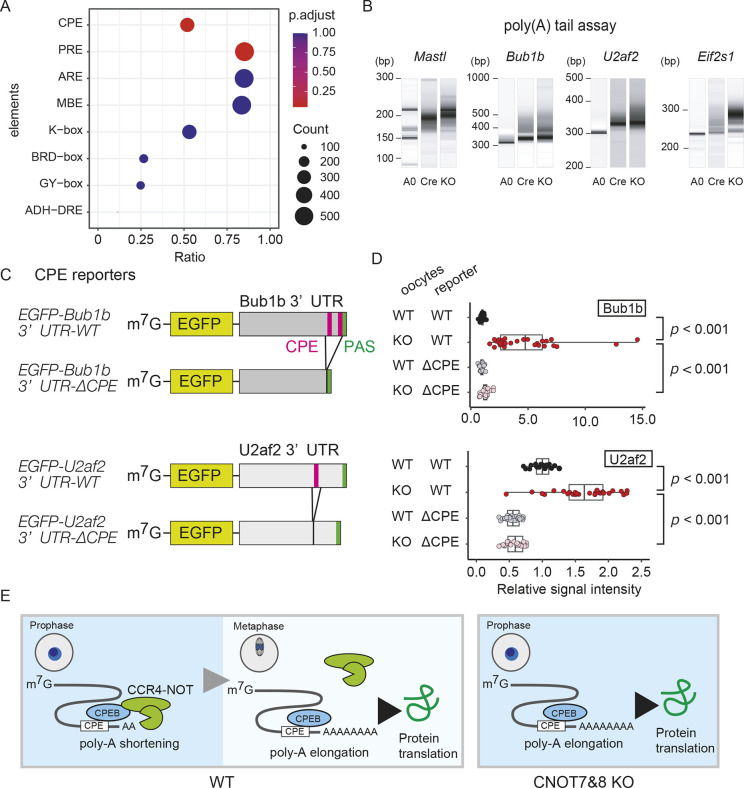
**Genes with CPE in their 3′UTRs are translationally activated in CNOT7&8 KO oocytes.** (A) Enrichment analysis of cis-regulatory elements on mRNA 3′UTRs of upregulated proteins in CNOT7&8 KO oocytes. mRNA 3′UTRs of genes for which protein expression was upregulated were subjected to enrichment analysis of cis-regulatory elements. The dot plot indicates the number of genes with each cis-regulatory element and its ratio. Adjusted *P*-value (chi-squared test); CPE: 0.053; PRE: 0.062; others: 1.0. (B) Poly(A) tail assay on the translationally activated mRNAs. Poly(A) tail lengths were analyzed by poly(A) tail assay on indicated genes. A0, amplicon from poly(A) removed samples. (C) Design of CPE reporter mRNAs. Magenta and green regions indicate CPE and polyadenylation signal (PAS), respectively. (D) CPE reporter assay in CNOT7&8 KO GV oocytes. CNOT7&8 KO or WT GV oocytes were injected with EGFP-Bub1b or U2af2-3′UTR-WT or ΔCPE. Each circle indicates relative EGFP signal intensity. Horizontal lines indicate data range. Left, middle and right vertical lines indicate lower quartile, median and upper quartile, respectively. Student's *t*-test. (E) Graphical summary of the proposed regulatory mechanism of translational activity of maternal mRNAs by the CCR4–NOT complex. The CCR4-NOT complex targets CPE-containing mRNAs to suppress their untimely translational activation by shortening their poly(A) tails.

Because a previous study with *Cnot6l* knockout oocytes showed upregulation of ribosomal protein mRNAs (Sha et al., 2018) in *Cnot6l* KO GV oocytes (Sha et al., 2018), we analyzed the expression of ribosomal proteins in CNOT7&8 KO oocytes based on the transcriptomic and proteomic data. Expression of ribosomal proteins or their mRNAs was mostly unchanged (protein: 92%; mRNA: 89%), with only a small fraction showing upregulation (protein: 2.0%; mRNA: 7.8%; Fig. S2). However, gene ontology (GO) analysis of genes upregulated in the CNOT7&8 KO oocyte proteome showed that translation initiation-related genes were enriched (Fig. S3). These results suggest that upregulation of translation-related genes may also alter translational activity in CNOT7&8 KO oocytes.

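Of 79 genes of cytosolic ribosomal proteins, 78 passed the filter in the RNA-seq data of GV oocytes. Of these, 74 (94.9%, 95% Wilson interval 87.5% to 98.0%) were unchanged, 2 (2.56%, 0.706% to 8.88%) were upregulated and 2 were downregulated by the criteria used for DEGs. The upregulated mRNAs were Rpl9, from 15.2 ± 5.42 normalized CPM (SD, n = 4) in control to 57.0 ± 2.99 CPM (SD, n = 4) in KO (log2 fold change 1.90, standard error 0.22), and Rps23, from 30.5 ± 6.16 to 83.4 ± 11.5 CPM (log2 fold change 1.45, standard error 0.16). The downregulated mRNAs were Rpl19, from 189 ± 62.9 to 92.6 ± 21.7 CPM, and Fau, from 113 ± 46.1 to 54.4 ± 23.1 CPM. In both, control replicate 1 lay within the range of the KO libraries (exact permutation test, two-sided p = 0.114 for each), and neither passed the 2-fold threshold with library size only. KO replicate 4 was the lowest KO library in both, at 60.2 CPM for Rpl19 and 24.9 CPM for Fau. It deviated together with control replicate 1 across genes (r = 0.59), which the permutation test does not take into account. Many ribosomal protein genes have near-identical processed pseudogenes that can take a part of their reads, so the value of a single gene is uncertain. At a false discovery rate of 0.05 without the 2-fold threshold, 36 of the 78 mRNAs were lower and 2 higher in KO with TMM, whereas 6 were lower and 8 higher with library size only, a comparison added after seeing the data. Their mean log2 CPM was 7.09 ± 0.32 (SD, n = 4) in control and 6.70 ± 0.29 (SD, n = 4) in KO libraries, a difference of -0.39 with overlapping groups (exact permutation test, two-sided p = 0.114). Without control replicate 1, which lay under 3 of the KO libraries, it was -0.54 with no overlap (exact permutation test, two-sided p = 0.0286). With all 8 libraries, it was -0.11 with library size only (exact permutation test, two-sided p = 0.571) and -0.14 with TMM on genes with a mean of at least 10 CPM (exact permutation test, two-sided p = 0.486). The share of unchanged mRNAs moved most with control replicate 1 left out, to 87.2%, and the share of upregulated mRNAs with the gene list. With every gene symbol that starts with Rpl or Rps, pseudogenes included, 143 genes passed the filter, of which 88.8% were unchanged and 7.69% upregulated.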

### Untimely Emi2 translational activation may be involved in meiosis I arrest in CNOT7&8 KO oocytes

During oocyte maturation, translation of CPE-containing mRNAs is activated after meiotic resumption. Our results so far suggest that this system is defective in CNOT7&8 KO oocytes, resulting in untimely induction of translational activation. In normal oocytes, timely translational activation is a key mechanism for arresting the oocyte cell cycle at MII. We hypothesized that untimely activation of the MII arrest system might induce developmental arrest at MI in CNOT7&8 KO oocytes. Therefore, we investigated Emi2 expression, which is central to the MII arrest system. In normal oocytes, expression of Emi2 is restricted to MII (Shoji et al., 2006; Madgwick et al., 2006). Interestingly, we found that Emi2 is expressed at MI in CNOT7&8 KO oocytes (Fig. S4A). We then tested whether MI arrest in CNOT7&8 KO oocytes is caused by untimely Emi2 expression. When we destabilized Emi2 by inhibiting Erk activity with the mitogen-activated protein/ERK kinase (Mek) inhibitor trametinib, the ratio of CNOT7&8 KO oocytes that were released from MI increased (Fig. S4B). Although injection of siRNAs for Emi2 alone had little effect on release from MI arrest in CNOT7&8 KO oocytes, injection of siRNAs for Emi2 together with reversine increased the ratio of CNOT7&8 KO oocytes that were released from MI (Fig. S4C). These results suggest that, although it is not a sole factor, untimely Emi2 expression, together with chromosome alignment errors, is possibly involved in MI arrest in CNOT7&8 KO oocytes.

To address how untimely EMI2 expression is induced by loss of Cnot7 and Cnot8, we analyzed the poly(A) tail lengths of *Emi2* mRNAs and found that they were elongated in MI to almost the same length as in MII controls (Fig. S4D). It is possible that poly(A) tail elongation stabilizes *Emi2* mRNAs, perhaps leading to their overexpression. However, the amount of *Emi2* mRNA was unchanged between GV-stage control and MI (Fig. S4E). Because cytoplasmic poly(A) tail elongation activates translation of *Emi2* mRNAs in MII oocytes (Takei et al., 2021), we tested the translational activity of *Emi2* mRNAs in CNOT7&8 KO oocytes. Polysome fractionation by sucrose density ultracentrifugation and qPCR showed that the distribution of *Emi2* mRNA was shifted to heavier polysomes in CNOT7&8 KO oocytes (Fig. S4F), indicating upregulation of *Emi2* mRNA translational activity. Additionally, EGFP expression of the reporter mRNA with *Emi2* 3′UTR was higher in CNOT7&8 KO (Fig. S4G,H). In contrast to *Bub1b* or *U2af2* 3′UTR reporter constructs, the *Emi2* 3′UTR reporter showed no significant difference in EGFP expression between the WT construct and the construct lacking CPE, suggesting that translational upregulation of Emi2 in CNOT7&8 cannot be explained only by CPE (Fig. S4G,H). Taken together, these results suggest that Cnot7 and Cnot8 loss in oocytes induces untimely elongation of *Emi2* mRNA poly(A) tails at MI, thereby activating Emi2 translation, and that untimely Emi2 expression is possibly involved in MI arrest.

## DISCUSSION

This study provides clear evidence that the CCR4–NOT complex regulates maternal mRNA translational activity through regulation of poly(A) tail lengths. The CCR4–NOT complex is involved in maternal mRNA degradation. This physiological function was deduced from analyses of mice with knockouts of accessory or single deadenylase subunits of the complex. Analysis of *Cnot6l* knockout mice revealed that Cnot6l regulates maternal mRNA decay (Horvat et al., 2018; Sha et al., 2018), but the effect is limited to a subset of transcripts, probably because Cnot7 and Cnot8 deadenylate a large percentage of transcripts. Here, we show that knockout of both *Cnot7* and *Cnot8* in oocytes resulted in drastic changes in both transcriptome and proteome before meiotic resumption. Protein expression of Cnot7 and Cnot8 is low at the GV stage, but it increases after resumption of meiosis (Fig. 1C). Our data show that, despite relatively low expression, Cnot7 and Cnot8 are required for regulation of gene expression at the GV stage. Given that Cnot6 and Cnot6l cannot associate with the complex without Cnot7 or Cnot8, deadenylase activity associated with the complex is completely abolished in our knockout system despite free Cnot6 or Cnot6l in the cells. Each catalytic subunit of the CCR4–NOT complex has its own targets, but they largely overlap. As a result of this functional redundancy, depletion of a single catalytic subunit may be not sufficient to detect effects of altered translational activity. This may explain why translational control by the CCR4–NOT complex was not addressed in previous studies.

We found that CNOT7&8 KO oocytes arrest the cell cycle at MI and that untimely expression of Emi2 is possibly involved in MI arrest. In addition to untimely Emi2 expression, spindle formation errors also contribute to MI arrest. Several studies have shown that depletion of CCR4–NOT complex subunit proteins causes spindle formation errors (Pasternak et al., 2016; Sha et al., 2018). Just as these studies could not specify the factors that cause spindle formation error, we also cannot, because expression of so many genes was altered in CNOT7&8 KO oocytes. As for the CSF pathway, we identified Emi2 as one of the possible responsible factors for MI arrest in CNOT7&8 KO. Because Emi2 is the factor farthest downstream in the CSF pathway, and because Emi2 expression is regulated by translational control via cytoplasmic polyadenylation, we only tested Emi2 in this study, but it is possible that other upstream factors in the CSF pathway are also involved in MI arrest in CNOT7&8 KO oocytes.

In this study, we showed that poly(A) tail shortening by the CCR4–NOT complex is crucial for suppressing untimely translational activation of maternal mRNAs. We provide evidence that translational control by the CCR4–NOT complex is mediated by CPE in several maternal mRNAs. Translational regulation by CPE is well studied in *Xenopus* oocytes and early-stage embryos. In *Xenopus* oocytes, Parn suppresses translational activation of maternal mRNAs by deadenylating them before resumption of meiosis. Before resumption of meiosis, CPEB recruits Parn to CPE-containing mRNAs, which facilitates deadenylation and maintains a dormant state (Kim and Richter, 2006). When oocytes are stimulated by progesterone, CPEB is phosphorylated by mitotic kinases such as aurora kinase A, which leads to expulsion of Parn (Sarkissian et al., 2004). CPEB also serves as a docking site for a polyadenylation complex to elongate poly(A) tails and to activate translation after Parn is released from the ribonuclear complex (Barnard et al., 2004; Kim and Richter, 2006). Therefore, in *Xenopus* oocytes, CPE functions as a switch that changes maternal mRNAs from deadenylated and translationally dormant to polyadenylated and translationally active, during oocyte maturation. In mammals, Parn is less important for regulation of poly(A) tails (Yamashita et al., 2005), and the deadenylase that is responsible for the regulation of poly(A) tails of CPE-containing mRNAs was formerly unknown. Here, we propose that the CCR4–NOT complex is the deadenylase that switches off translational activity of CPE-containing mRNAs during mammalian oocyte maturation. We propose that mammalian oocytes utilize the CCR4–NOT complex to equip a conserved system that prevents untimely translational activation of maternal mRNAs.

We found that various genes have altered protein expression in CNOT7&8 KO oocytes independently of the CPE. Some genes showed correlations between increases in mRNA and protein levels, which implies that upregulation of protein expression in these genes is mediated by stabilization and accumulation of transcripts. We also found that genes without CPEs in their 3′UTRs showed increased protein expression, despite their unchanged mRNA levels. Upregulation of expression of these genes could be due to stabilization of proteins or translational activation of their mRNAs. One possible explanation is that increased expression of translation initiation-related genes may upregulate translation of mRNAs without CPE. Our GO analysis of increased proteins in CNOT7&8 KO oocytes showed enrichment of translation initiation-related genes (Fig. S3). Similarly, another group showed that *Cnot6l* KO upregulates expression of ribosomal protein genes (Sha et al., 2018). Another possibility is that the CCR4–NOT complex may also regulate translation of mRNAs having cis-regulatory elements other than CPE. Previous studies have identified several sequence elements for recruitment of the CCR4–NOT complex, such as the AU-rich element (ARE) and the Pumilio response element (PRE) (Lykke-Andersen and Wagner, 2005; Goldstrohm et al., 2006; Vieux and Clarke, 2018). Our cis-regulatory element search also showed that these elements are found in a large number of upregulated genes (Fig. 4A). Future studies will clarify involvement of the CCR4–NOT complex in translational control of mRNAs having these elements. Our CNOT7&8 KO oocyte system provides a powerful tool to address the physiological importance of these elements.

## MATERIALS AND METHODS

### Mice and oocytes

*Cnot7* conditional KO (*Cnot7^fl/fl^*) mice (accession number CDB0036E) and *Cnot8* conditional KO (*Cnot8^fl/fl^*) mice (accession number CDB0584K) were generated with TT2 embryonic stem cell (ES cell) lines (Yagi et al., 1993). Targeted ES cells were injected into 8-cell stage embryos of ICR mice to generate chimeric mice. Chimeric mice were crossed with C57BL/6J mice to generate F1 heterozygotes. To generate conditional alleles (floxed alleles) from targeted alleles, mice with targeted alleles were crossed with mice expressing FLP (#009086; The Jackson Laboratory). The absence of FLP knock-in alleles in mice with floxed alleles was confirmed by PCR. We backcrossed *Cnot7^fl/fl^* and *Cnot8^fl/fl^* mice with C57BL/6J mice for at least eight generations. To generate conditional knockout alleles, *Cnot7^fl/fl^* and *Cnot8^fl/fl^* mice were crossed with Zp3-Cre mice (#003394; The Jackson Laboratory).

All mice were group housed under specific pathogen-free (SPF) conditions with a 12-h day/night cycle environment with chow diet and water available *ad libitum*. Females having a C57BL/6J background (4 weeks old) were superovulated with intraperitoneal injections of 5 IU PMSG and 5 IU human chronic gonadotropin (hCG) at 48-h intervals. GV oocytes were collected 48 h post-PMSG injection. MII oocytes were collected 16 h post-hCG injection. Cumulus cells were removed by exposure to M2 medium (Sigma-Aldrich) containing 100 μg/ml hyaluronidase for <5 min, followed by pipetting into fresh M2 medium. GV oocytes were cultured in M16 medium (Sigma-Aldrich) supplemented with 500 μM dibutyryl-cAMP (dbcAMP) (Sigma-Aldrich) at 37°C under 5% CO_2_ until use. MII oocytes and fertilized embryos were cultured in M16 medium at 37°C under 5% CO_2_. Experiments with animals were carried out in accordance with guidelines for animal use issued by the Committee for Animal Experiments in Okinawa Institute of Science and Technology Graduate University.

### Live-cell imaging

mRNAs were synthesized *in vitro* with linearized template plasmids using a RiboMax^TM^ Large Scale RNA Production System-T7 (Promega) supplemented with Ribo m^7^G Cap Analog (Promega) in reaction mixtures. Reaction mixtures were treated with DNase I after RNA synthesis. Synthesized RNA was purified with phenol extraction followed by ethanol precipitation (Yamashita et al., 2005). mRNAs (10 ng/μl) were injected into GV oocytes with a Piezo-driven micromanipulator (Prime Tech) and cultured for 1 h before being released from the GV stage by transferring into dbc-AMP-free M16 medium. mRNA-injected oocytes were transferred to medium drop-covered with mineral oil in a glass-bottomed dish and observed with a Leica TCS SP8 LIGHTNING confocal microscope equipped with a motorized stage, LAS X software and a CO_2_ microscope stage incubator. Samples were scanned from bottom to top (number of optical sections: 18-21; optical section spacing: 3 μm; imaging medium: M16). For time lapse imaging, samples were scanned from bottom to top (number of optical sections: 10; optical section spacing: 6 μm; imaging medium: M16) at 30-min intervals. For EGFP signal intensity measurement, image stacks were quick-projected and analyzed with ImageJ software (NIH).

### *Emi2* knockdown in oocytes

Control siRNAs or *Emi2* siRNA (20 μM) and mRNAs of H2B-mRFP were injected into GV oocytes and cultured for 1 h before being transferred into dbcAMP-free M16. Oocytes were cultured 18 h after the medium change and subjected to live imaging. Live-cell imaging was performed under the conditions described above.

### Total RNA-seq

Total RNA was isolated from GV oocytes using TRIzol reagent (Invitrogen). One-hundred oocytes were used for RNA-seq library preparation with a TruSeq Stranded mRNA LT Sample Prep Kit (Illumina), which allows ribosomal RNA depletion-based purification of mRNA, according to the manufacturer's protocol with 11 PCR cycles. 150-bp, paired-end read RNA-seq was performed with a NovaSeq 6000 SP flow cell (Illumina). For data analysis, using nf-core/rnaseq pipeline v2.0 (Ewels et al., 2020), reads were mapped to the GRCm38 genome database using STAR aligner (v2.6.1d) (Dobin et al., 2013). Read counts were normalized using the package EdgeR (v3.11) (Robinson et al., 2010) and a cut-off of at least 0.2 counts per million (CPM) in two samples was selected. Differentially expressed genes (DEGs) were statistically tested using EdgeR's exact test, and genes with false discovery rate ≤0.05, *P*≤0.05 and fold change ≥2 or ≤−2 were considered as DEGs.

### Mass spectrometry analysis

One-hundred oocytes were lysed in 8 M urea. The proteins were reduced with 1 mM dithiothreitol for 90 min and alkylated with 5.5 mM iodoacetamide for 30 min. After digestion with lysyl endopeptidase, mass spectrometry grade (Fuji Film Wako Chemicals) at 37°C for 3 h; the resulting peptide mixtures were diluted with 10 mM Tris-HCl (pH 8.2) to achieve a final concentration below 2 M urea and subsequently digested with Trypsin Gold, mass spectrometry grade (Promega) at 37°C for 3 h. An equal amount of trypsin was then added once more for overnight digestion and the fragmented peptides were desalted using ZipTip C18 (Millipore). Shotgun proteomic analyses were performed using an Orbitrap Eclipse Tribrid mass spectrometer with FAIMS Pro interface (Thermo Fisher Scientific), which was connected to the Ultimate 3000 RSLCnano system (Thermo Fisher Scientific). The peptide samples were applied to a 3 µm C18 NANO HPLC CAPILLARY COLUMN75-3-10 (Nikkyo Technos) and separated using a linear gradient of 2-24% mobile phase (0.1% formic acid in acetonitrile) at 300 nl/min. Full-scan MS spectra were acquired with a resolution of 120,000 and subsequent MS/MS scans were performed in the ion trap using higher energy collisional dissociation (HCD) fragmentation with a normalized collision energy of 35% with 10 ms maximum injection time. Protein identification was conducted by searching against the UniProt mouse reference proteome database (UP000000589) using Sequest HT algorithm in Proteome Discoverer Software (version 2.5) (Thermo Fisher Scientific) based on the statistical criterion of a false discovery rate <1%.

### Cis-regulatory element enrichment analysis

Enrichment of cis-regulatory elements were analyzed on 3′UTRs of the genes for which expression levels were upregulated in proteome analysis. The sequences of 3′UTR of the genes were obtained from BioMart (Ensembl). 

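In the GENCODE vM21 annotation of GRCm38, the cytoplasmic polyadenylation element (CPE) sequence UUUUAU is TTTTAT in the genome, and it occurs in the longest annotated 3′UTR of Mastl, Bub1b, U2af2 and Eif2s1. Positions in a 3′UTR are counted from 1 at the first base after the stop codon. The 3′UTR of Bub1b covers 272 bases of chromosome 2, from 118641320 to 118641591 on the plus strand, and has 2 copies of the element. The first, at position 214, lies from 118641533 to 118641538 in the sequence TCTCTTTTGTAATTTTATAACATGTACTCT, and the next, at position 246, lies from 118641565 to 118641570 in the sequence TTTCACTGTGTATTTTATAATAAAATAGTT. The polyadenylation signal AATAAA begins at the next base, 118641571, which leaves 15 bases between the signal and the annotated end. The 3′UTR of U2af2 covers 622 bases of chromosome 7, from 5079317 to 5079938 on the plus strand, and has 1 copy, from 5079686 to 5079691 at position 370, in the sequence AGCGTGTTTATATTTTATGGCCAAACTATT. It has no AATAAA, and its only ATTAAA, a variant of the polyadenylation signal, lies from 5079911 to 5079916, with 22 bases left to the annotated end. The 3′UTR of Mastl, 2829 bases on the minus strand of chromosome 2 from 23115606 to 23118434, has 2 copies, at positions 15 and 1824. That of Eif2s1, 2094 bases on chromosome 12 from 78884917 to 78887010, has 4, at positions 105, 854, 1261 and 1972. Of the 15125 protein-coding genes tested in the RNA-seq data that have an annotated 3′UTR of at least 50 bases, 8502 (56.2%) carry UUUUAU, 1814 (12.0%) carry UGUAAAUA and 10550 (69.8%) carry AUUUA in the longest one.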

For motif sequences, UUUUAU (CPE), UGUAAAUA (PRE), AUUUA (ARE), AUAGU (MBE), UGUGAU (K-box), AGCUUUA (BRD-box), GUCUUCC (GY-box) and AAGGCUGA (ADH-DRE) were used. Enrichment of each motif at the 3′UTR of the genes upregulated in the proteome was compared with those that were unchanged or downregulated, assessed by chi-squared test and Bonferroni-corrected *P*-values were calculated.

### Quantitative real-time PCR after sucrose density gradient ultra-centrifugation

GV oocytes were lysed in polysome extraction buffer (15 mM Tris-HCl pH 7.4, 300 mM NaCl, 15 mM MgCl_2_, 1% Triton X-100, 1 mg/ml heparin, 100 μg/ml cycloheximide, and protease inhibitors) and nuclei were removed by centrifugation (14,000 ***g*** for 5 min at 4°C). Cell lysates were loaded onto a linear sucrose density gradient (5–50%). After ultracentrifugation with an SW41Ti rotor (Beckman Coulter) at 35,000 rpm (250,000 ***g***) for 200 min, fractions were collected and RNA was extracted using IsogenII reagent (Nippon Gene). cDNA was generated with total RNA, random primers (Thermo Fisher Scientific), and SuperScript Reverse Transcriptase III (Thermo Fisher Scientific). cDNA was mixed with primers and SYBR Green Supermix (Takara Bio) and analyzed with a Viia 7 sequence detection system (Applied Biosystems). Relative mRNA expression was determined after normalization with control mRNA levels of the first fraction using the ΔΔCt method. Primers are listed in Table S1.

### Immunoblotting

Thirty oocytes were lysed in SDS sample buffer (2% SDS, 0.125 M Tris, 0.2% 2-mercaptoethanol, 10% glycerol, 0.01% Bromophenol Blue). Lysates were subjected to SDS-polyacrylamide gel electrophoresis followed by electro-transfer onto Immobilon-P membranes (Millipore). Protein bands were blotted with primary antibodies and ECL anti-rabbit or mouse IgG HRP-linked whole antibody (GE Healthcare) as the secondary antibody. For detection, we used Immobilon Western HRP substrate (Millipore). To quantify the results, we used ImageQuant software in an Image Analyzer LAS 4000 mini (GE Healthcare) or Amersham Imager 680 (GE Healthcare).

### Poly(A) tail assay

Poly(A) tail lengths of mRNAs were analyzed using Poly(A) Tail-Length Assay Kits (Affymetrix), according to the manufacturer's protocol. Briefly, total RNA was incubated with poly(A) polymerase in the presence of guanosine (G) and inosine (I) to add a GI tail at the 3′-ends of poly(A)-containing RNAs. cDNA was generated with PAT universal primer and reverse transcriptase using GI-tailed RNA as a template. PCR amplification was performed with gene-specific and PAT universal primers and HotStart-IT Taq DNA polymerase. For detection of non-adenylated fragments, total RNA was mixed with 5 μM of the oligo (dT) primer (TTTTTVN; Invitrogen) and treated with 0.2 U of RNase H (Invitrogen) at 37°C for 30 min, which degrades the RNA strand of RNA–DNA hybrids. Processed RNAs were then subjected to adaptor ligation, reverse transcription, and PCR reaction. Primers used in these experiments are listed in Table S1. PCR products were analyzed with a BioAnalyzer (Agilent).

### Quantification and statistical analysis

Statistical analyses were performed using unpaired, two-tailed Student's *t*-test, and chi-squared test. Statistical parameters are shown in figure legends. For all representative images, experiments were reproduced more than two times. All experiments with oocytes were repeated two or more times.

## Supplementary Material

10.1242/develop.201773_sup1 Supplementary information Click here for additional data file.

Table S1. Primer list Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

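RNA of fully grown GV oocytes was measured in 8 libraries, 4 of CNOT7&8 KO oocytes and 4 of Zp3-Cre control oocytes, each made from 100 oocytes. Groups and replicate numbers were taken from the labels deposited with the samples, and the columns of the count table were matched to samples by genotype and replicate number. The replicate numbers are shared by both groups, but oocytes of the 2 genotypes come from different animals.

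The authors depleted ribosomal RNA, sequenced 150-bp read pairs, mapped them to GRCm38 with STAR in the nf-core/rnaseq pipeline, and deposited raw read counts per gene, without normalization, filtering or pooling of replicates. The deposited table holds 46078 genes, of which 28353 have at least 1 count in a library. The counting tool, the annotation and the strand setting are not named in the paper's text, so counts of overlapping, antisense and near-identical genes are uncertain. Of the gene identifiers, 98.0% were found in the GENCODE vM21 annotation of the same genome build, which supplied coordinates, gene length, GC content and 3′UTR sequences, and 99.4% of the tested genes had a length and a GC value. Where a gene has several transcripts, the longest was used for length and GC content, and the longest 3′UTR of at least 50 bases for sequence elements.

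The counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 0.2 CPM in 2 or more libraries were tested, library sizes were scaled by TMM, and the 2 groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs had an adjusted p of at most 0.05 and a fold change of at least 2. CPM values of single genes are counts divided by the TMM-scaled library size. Single values and gene lists were compared with exact permutation tests over the 70 assignments of 8 libraries, two-sided, whose smallest p is 0.0286. Averages over gene lists used log2 CPM with a prior count of 2. Shares have 95% Wilson intervals. A group whose libraries all had at most 3 counts was taken to lie at the detection floor, and fold changes against it are given as lower bounds. Reference positions and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

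Each test was tested on simulated data with the real means, library sizes and 19241 genes, of which 200 were changed 4-fold (a log2 change of 2). The quasi-likelihood test recovered 193 of the 200 with 5 false calls, the exact test 196 with 13 false calls, and DESeq2 193 with 12 false calls. The changed genes all had a mean of at least 1 CPM, and as many were raised as lowered. The simulation thus does not test recovery under 1 CPM. Nor does it test the scaling where many more genes rise than fall, as in the real data.

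The genes named in the passages were those the paper names, the 3 DEGs with the largest increase and the 3 with the largest decrease by edgeR's log2 fold change among those with a mean of at least 1 CPM and no overlap between the groups, and the 4 cytosolic ribosomal protein genes that were DEGs. This rule, the designs and a list of alternatives were fixed before the data were examined. The alternatives were edgeR's exact test, DESeq2, other scalings (library size alone, RLE, upper quartile, and TMM on genes of at least 10 CPM), other filters on low counts, other thresholds, the replicate number as a block, other lists of ribosomal proteins, and leaving out each library in turn. Some alternatives were added after seeing the data, and the text says which. Further 2-cell stage genes and granulosa markers are named after the article as examples, chosen after their values were seen.

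Total counts ranged from 8639444 to 44092144. The precision of low values is set by the shallowest library, KO replicate 1, in which 3 counts make 0.347 CPM. Proteome, polysome, poly(A) tail, RT-qPCR and reporter experiments of the paper were not analysed here.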

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

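All tests in this part were chosen after the result was seen, and the list of 2-cell stage genes was written after the 3 genes with the largest increase had been seen but before the values of the listed genes were.

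In 14 of 83 groups of 4 libraries, one library lay apart from the other 3 by Dixon's criterion for 4 values, where chance gives about 4.15. The outlying library was control replicate 1 or KO replicate 4 in all 14. In control replicate 1, the values were 446 CPM for Cnot1 (277 to 302 in the other control libraries), 290.2 for Cnot2 (209 in each of the others), 70.5 for Cnot6 (38.9 to 42.2), 516 for Cnot6l (294 to 332), 1049 for Cnot7 (886 to 900.2), 83.5 for Cnot10 (102 to 103), 624 for Mastl (473 to 498), 354 for Pan3 (222 to 235), 1284 for Zp3 (1830 to 1884) and 95.7 for Rpl19 (213 to 231). In KO replicate 4, they were 326 CPM for Cnot1 (198 to 217 in the other KO libraries), 191 for Pan2 (161 to 162), 1027 for Zp3 (1408 to 1450.4) and 60.2 for Rpl19 (101 to 107). These are the deepest libraries of their groups, and 18S ribosomal RNA took 0.0504% of the counts in control replicate 1 and 0.559% in KO replicate 4, the lowest shares of the 2 groups.

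The deviations of these 2 libraries from their group means correlated across genes with r = 0.59, above the highest of the other 15 pairs of a control and a KO library (0.396), although genes are not independent replicates. Across genes, the deviations fell with GC content (Spearman's rho -0.559 in control replicate 1 and -0.499 in KO replicate 4) and rose with gene length (0.264 and 0.295). The size of the relation to GC content does not set them apart, since it was 0.544 in KO replicate 3 and 0.517 in control replicate 2, with the opposite sign. Deviations from a group mean are not independent between its libraries. Over the 63 groups of named genes, 14 had an outlying library as counted, 9 after all libraries were thinned to the smallest total, 8 after a correction on gene length in each library and 5 after a correction on GC content. Chance gives 3.15 (1 in 20 groups). The binomial probability of as many or more was 0.00399 after thinning and 0.013 after the correction on gene length, so an excess was left, and 0.207 after the correction on GC content, where 5 is within what chance can give. The groups share the same libraries, so these probabilities are approximate. A difference in library preparation that acts through GC content is a candidate explanation. No biological explanation was tested, since one library of each genotype is affected and the labels give no batch. With both libraries set aside, a setting chosen after seeing the data, 4297 genes were upregulated and 1185 downregulated, a ratio of 3.63.

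The paper does not discuss the 3 genes with the largest increase by edgeR's log2 fold change. Gm2022 had a mean of 18.4 CPM, Usp17la of 11.9 CPM and Gm4858 of 10.4 CPM in KO libraries, and none had a count in a control library. Their symbols pointed to genes known for transcription in 2-cell embryos, so a list of 34 other such genes was tested, of which 30 passed the filter. Summed over the 30, they took 116 ± 16.2 normalized CPM (SD, n = 4) in control and 1018 ± 585 CPM (SD, n = 4) in KO libraries, 8.81-fold more (exact permutation test, two-sided p = 0.0286, the smallest possible). The KO libraries fell into a lower and a higher pair, with 521 and 504 CPM in KO replicates 1 and 2 and 1479 and 1569 CPM in KO replicates 3 and 4. Of the 30 genes, 26 were upregulated, 22 of these (84.6%) with every KO library above every control library, as in 86.0% of all upregulated genes, and 12 had at most 3 counts in each control library. Under scaling by library size alone, 28 were upregulated. Zscan4d rose from 6.71 to 161 CPM, Usp17lb from 0.218 to 203 CPM, Pramef25 from 0.612 to 91.0 CPM and Zfp352 from 0.019 to 7.89 CPM, examples chosen after their values were seen.

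The median log2 change of the list, 4.42 with a prior count of 2, lay at percentile 100 of 10000 random lists matched on mean CPM, whose median was 0.19 and whose 95th percentile was 0.61. The prior count was added to this measure after a first run with edgeR's log2 fold changes, which gave the same percentile. Most of the listed genes belong to multigene families, whose members can share reads, so the count of 26 may overstate the number of separate changes. Of the 5 tested genes that the list does not mark as family members, 3 were upregulated (Duxf3, Zfp352 and B020004J07Rik). In each of these, every KO library lay above every control library. The copy number of the 5 genes was not checked. Duxf3, whose symbol reads as that of a numbered family member, had a mean of only 0.588 CPM in KO libraries, and it may share reads as well. Shared reads spread an increase over family members and do not account for the increase in the sum over the list, but how many genes changed separately cannot be told apart from reads shared within families. The upregulated genes lie on 7 chromosomes, which a strain variant at one locus that acts only on genes near it would not give. A variant that acts on genes elsewhere, for example through a transcription factor, was not tested. Shared transcription or stabilization of 2-cell stage transcripts in CNOT7&8 KO oocytes may underlie the pattern, as a hypothesis. RNA from activated oocytes or embryos in the KO pools was not tested, because no embryo library was analysed here, and remains open.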

How the results depend on the processing

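Settings chosen after the values were seen are named as such. The log2 fold change of Cnot8 kept its direction and stayed past the threshold under all 18 alternatives, from -2.29 to -2.17 across the 8 fits that each left out one library and from -2.25 to -1.96 under the others. The number of upregulated genes ranged from 4233 to 4601 and that of downregulated genes from 1032 to 1430 across the fits that left out one library, and the number of genes tested from 18610 to 19173. With DESeq2, 4330 genes were upregulated and 1196 downregulated.

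Several results moved with the scaling, and the cause was not tested. With library size only, 587 genes were downregulated, the log2 fold changes of Cnot7, Mastl, Bub1b and Eif2s1 were -0.092, -0.13, -0.21 and -0.11 and no longer past the threshold, and the share of upregulated genes was 17.5% at 10 to under 100 CPM and 3.07% at 100 CPM or more. With TMM on genes with a mean of at least 10 CPM, 5495 genes were upregulated and 627 downregulated (89.8% of DEGs upregulated), Cnot7, Mastl and Eif2s1 were at -0.12, -0.16 and -0.14 and not past the threshold, and the 2 shares were 16.8% and 2.90%. This scaling moved the median log2 fold change of all genes up by 0.25. With upper quartile scaling the share at 10 to under 100 CPM was 14.2%, and 83.7% of DEGs were upregulated.

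With at least 1 CPM in 4 libraries, 13876 genes were tested and 2882 upregulated, 13.7% of those at 10 to under 100 CPM. Testing against the 2-fold threshold itself (edgeR's glmTreat) left 2839 upregulated and 345 downregulated genes, and dropping the fold threshold gave 4631 downregulated genes. The exact test with library size only, chosen after seeing the data, gave 5816 upregulated and 624 downregulated genes, and 5793 and 605 with no filter beyond 1 count. At a false discovery rate of 0.01, 3636 genes were upregulated and 1082 downregulated.

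Across the 8 fits that each left out one library, the log2 fold change of U2af2 ranged from -0.026 to 0.18 and changed sign without KO replicate 3, Cnot7 ranged from -0.40 to -0.29, Mastl from -0.46 to -0.32, Bub1b from -0.54 to -0.44 and Eif2s1 from -0.43 to -0.34. The share of unchanged ribosomal protein mRNAs ranged from 87.2% to 97.4%, and their mean level from -0.54 to -0.23 on the log2 scale, the lowest without control replicate 1, where the difference reached the smallest p that 4 libraries against 3 allow (exact permutation test, two-sided p = 0.0286). The upregulated share ranged from 12.2% to 14.02% at 10 to under 100 CPM and from 1.53% to 2.24% at 100 CPM or more. Of 36 values for the intervals under 10 CPM under the alternatives, 19 moved beyond the interval of the main value. After a correction of each library on gene length, chosen after seeing the data, the mean level of ribosomal protein mRNAs differed by -0.26.

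With the replicate number as a block, 4316 genes were upregulated and 1254 downregulated, of which 4230 and 1209 were also called without it, and the ribosomal protein level differed by -0.39. Same-numbered libraries of the 2 groups did not deviate together (mean correlation of deviations -0.0729, against 0.029 for other pairs). With a correction on GC content in the same fit as the block, 4533 genes were upregulated and 1054 downregulated, and with one on gene length 4454 and 1124.

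Depth limits the low end. KO replicate 1 has 8639444 counts, and 1220 upregulated genes had at most 3 counts in each control library, so that the size of their increase has a lower bound only.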

Differences from the paper's values

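In Fig. 3A, the paper gives downregulated genes as about 4.3% of all genes, read by eye, against 6.56% of tested genes here. The paper's number of downregulated genes, 1209, is close to the 1263 found here, and its total, about 28000 in Fig. 3A, read by eye, is above the 19241 genes that passed the filter. Among the alternatives set before the data were examined, the difference fell within 1.5-fold with no filter beyond 1 count (4.34%), upper quartile scaling (4.97%), RLE scaling (6.32%), DESeq2 (6.22%), at least 1 CPM in 4 libraries (6.22%), library size only (3.05%), TMM on genes of at least 10 CPM (3.26%), a false discovery rate of 0.01 (5.62%), and without KO replicate 1 (6.42%), KO replicate 4 (5.50%), control replicate 2 (6.10%), control replicate 3 (6.35%) or control replicate 4 (6.31%). It did not with edgeR's exact test (6.88%), filterByExpr (6.65%), the replicate block (6.52%), a false discovery rate of 0.05 alone (24.1%), glmTreat (1.79%), or without KO replicate 2 (6.60%), KO replicate 3 (6.97%) or control replicate 1 (7.46%). With library size only and with TMM on genes of at least 10 CPM, 587 and 627 genes were downregulated. Both counts are further from the paper's 1209 than the 1263 of the main fit, so these settings bring only the share closer. The shares of the paper and of the main fit are also taken of unlike totals. The exact test, which the paper's methods name, together with no filter beyond 1 count tested 28353 genes and gave 4763 upregulated (16.8%) and 1235 downregulated (4.36%). This pair of choices was made after seeing the values. The exact test with library size only, also run after seeing the values, gave 5816 upregulated and 624 downregulated genes with the filter and 5793 and 605 without it. Other minimum counts were used only to count the genes they leave, and none came closer to the paper's total than no filter.

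The paper's share of upregulated ribosomal protein mRNAs is 7.8%, against 2.56% of 78 genes here. Among the alternatives set before the data were examined, the list of every Rpl or Rps symbol with pseudogenes included gave 7.69%. The other alternatives did not close the gap: adding mitochondrial ribosomal proteins gave 1.27%, and the remaining tests, scalings, filters, the block and the fits without one library gave 2.53% to 2.597%. With the exact test, no filter and Rpl or Rps symbols without pseudogenes, chosen after seeing the values, the share was 4.35%.

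In Fig. 3F, the paper found no significant difference in the mRNAs of Mastl, Bub1b, U2af2 and Eif2s1 by RT-qPCR. Those values are relative to spike-in RNA, whereas the RNA-seq values are relative to the scaled library total. The measures are thus unlike, and the values below do not contradict the paper's. In the RNA-seq libraries, Mastl, Bub1b and Eif2s1 were lower in KO at a false discovery rate of 0.05, by less than 2-fold (log2 fold changes -0.41, -0.49 and -0.40), and with library size only none of the 3 passed this rate.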

Other observations

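The tests on evenly spread background, on single receptor genes and granulosa markers, on the pair of control replicate 1 and KO replicate 4, and on the Cnot8 reads that remain were chosen after the results they address were seen.

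The excess of upregulated genes was weighed against technical explanations. Of the 35 splits of the 8 libraries into 4 and 4, only the real one, 1 of the 8 splits that part all 4 same-numbered pairs, gave as many DEGs, 5845. With 8 such splits the share cannot go under 0.05, so the count over these 8 alone does not decide. The other 27 splits part 2 pairs or none, and same-numbered libraries were not found to deviate together. No other split gave a DEG, and at an unadjusted p under 0.05 they had 29 to 3058 genes against 11648 in the real split. Each other split places KO and control libraries in the same group, which raises the spread within its groups. Few DEGs are then likely in advance, so the splits do not test a library difference that goes with genotype. The ratio of upregulated to downregulated genes was 3.85 with all libraries thinned to the smallest total, 4.00 without the 20 genes of highest mean count, 4.50 after a correction on GC content, 4.18 after one on gene length and 3.63 without control replicate 1 and KO replicate 4, so none of these accounts for it.

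Marker lists for background and other cells, written without knowledge of their values, were higher in KO. Olfactory, vomeronasal and trace amine receptor genes took 398 ± 47.9 CPM (SD, n = 4) of unscaled counts in control and 582 ± 54.8 CPM in KO libraries, a log2 ratio of 0.55 with no overlap, while with TMM scaling the ratio was 0.27 and the groups overlapped. A few genes dominate this sum. Of the 154 receptor genes that passed the filter, 81 (52.6%) were upregulated with TMM and 1 downregulated, with a median log2 fold change of 1.79, against 35.3% upregulated among other genes of the same mean CPM. Blood and immune markers rose from 1.42 ± 0.382 to 4.75 ± 1.05 CPM (log2 ratio 1.76, or 1.47 with TMM), and 20 granulosa and cumulus markers from 152 ± 10.3 to 325 ± 43.7 CPM (log2 ratio 1.09, or 0.81 with TMM), in every KO library above every control library (exact permutation test, two-sided p = 0.0286 for each list). The summed oocyte markers took 22090 ± 630 CPM of unscaled counts in control and 22124 ± 1436 CPM in KO libraries, and with TMM their log2 ratio was -0.28. Evenly spread background such as genomic DNA is not what the receptor genes show as the only source of their reads: 71.0% of 1476 of them had no count in the 4 KO libraries (84.9% in control), where an even rate would leave 0.189% without a count, or 2.59% with the 10 genes of most KO counts left out. The 10 highest genes held 65.6% of the reads on receptor genes in KO and 85.2% in control libraries. Without the 14 genes that were among the 10 highest of either group, the others took 48.0 ± 5.24 CPM (SD, n = 4) of unscaled counts in control and 155 ± 24.6 CPM in KO libraries, 3.22-fold more and higher in every KO library. Background that falls on a part of the genes was not tested and remains open. The granulosa markers rose only in part: 15.8% of the 19 tested (3 genes: Nr5a2, Ptgs2 and Fshr, named after their values were seen) were higher in every KO library, although 8 of the 19 were upregulated, and Cyp19a1 fell by 0.90 on the log2 scale. A small amount of RNA from other cells in the KO pools cannot be excluded, above all for the blood and immune markers, which were not tested one by one. The rise of these lists may thus reflect RNA from other cells or uneven background as well as rare transcripts that persist in CNOT7&8 KO oocytes.

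Genes abundant enough for proteomics were rarely upregulated. Among the most abundant protein-coding genes, as many as the proteins in the paper's Fig. 3B, 1.66% were upregulated and 5.78% downregulated, and their median log2 fold change was -0.37. The upregulated share was 0.0698 times that among all tested genes. These values are for TMM. With library size only, the log2 fold changes of all genes moved up by a median of 0.29. The upregulated share of all tested genes at 100 CPM or more was then 3.07%. An overlap between upregulated proteins and upregulated mRNAs may therefore be small for reasons of expression level alone. Which proteins were detected is not known here. A comparison of each upregulated gene's gain with the gain per base on receptor genes was also run after the data were seen, and its outcome is not reported because the filter on low counts nearly fixes it.

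The CPE had no detectable relation to the change in mRNA level. In a linear model across 15125 genes with 3′UTR length, AU content and mean CPM, UUUUAU had a coefficient of 0.018 (standard error 0.0276) on the log2 scale, within the range of 5 shuffled hexamers of the same bases (0.00466 to 0.0242). Genes are not independent replicates.

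Genes within 10 Mb of Cnot7 or Cnot8 were DEGs in 30.5% of 347 cases, against 27.4% of the 2050 other genes of both chromosomes (odds ratio 1.17, Fisher's exact test, two-sided p = 0.219), so strain variants carried with the targeted loci were not detected as a source of DEGs.

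Reads equal to 21.0% of the control level remained on Cnot8 in KO libraries. If they came from unrecombined oocytes or control RNA, each gene should keep at least that share. Of 9277 genes with at least 5 CPM in every control library, 1, Oas3, fell in every KO library to under 10.5% of the control mean. In 9 genes, the highest KO value was under 21.0% of the control mean, and in 5 of these under that share of the lowest control value. These genes lie under what control RNA as the only source of the Cnot8 reads would leave. They are the lowest of 9277 genes, picked from the tail, so this count does not settle that source. A smaller admixture was not tested, and unrecombined oocytes are not settled by this count, since it takes their other transcripts to be at the control level.

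Among other subunits of the CCR4–NOT complex, Cnot10, Cnot3 and Cnot2 had log2 fold changes of -1.31, -0.99 and -0.91 (adjusted p = 4.9e-06, 7.79e-05 and 0.000264, edgeR's quasi-likelihood test), with no overlap between the groups, and they also fell under the other scalings, to -1.03, -0.71 and -0.62 with library size only. Cnot6 and Cnot9 (listed as Rqcd1) had log2 fold changes of 0.16 and 0.29, which did not pass a false discovery rate of 0.05, although Cnot9 did with library size only (0.58). Cnot1 and Cnot11, at -0.47 and -0.42, passed it with TMM and not with library size only. Cnot6l was at -0.22, and at 0.072 with library size only. Fbxo43, which encodes Emi2, fell from 270.3 ± 28.9 to 175 ± 7.38 CPM (SD, n = 4) at the GV stage (log2 fold change -0.63, adjusted p = 0.000311, edgeR's quasi-likelihood test), or by 0.35 with library size only. Of the other deadenylases the paper names, Pan2 and Parn had log2 fold changes of -0.32 and -0.20. Pan3, which the paper names as the accessory subunit of the PAN complex, had one of -0.85. With library size only, those of Pan2 and Parn were -0.029 and 0.084.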
